A study of Mus musculus with 2 samples. Its data were reported in "Mature adipocytes lack functional Aryl Hydrocarbon Receptor – a study investigating its role in diet-induced obesity in mice" (2026).

How the data were processed

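The stromovascular fraction of perigonadal white adipose tissue (gWAT), the fat tissue left once mature adipocytes have been spun away, was taken from male Cyp1a1 fate reporter mice. In these mice Cre recombinase under the Cyp1a1 promoter switches on a yellow fluorescent protein (eYFP) for good. Cyp1a1 is a target gene of the aryl hydrocarbon receptor (AHR). In an eYFP+ cell, or in a cell it descends from, Cyp1a1 was active at the time of collection or before it. The label does not tell these cases apart. Per the labels, mice had been fed a low-fat diet (LFD, 10% fat) or a high-fat diet (HFD, 60% fat) for 12 weeks and were injected with the AHR ligand FICZ at 10 mg/kg 5 days before collection. Live eYFP+ cells were sorted, and 1 library was made per diet with the 3' v3 chemistry of 10x Genomics. The study describes these data as coming from pooled mice of each diet and gives their number, which the labels did not. No information tied a cell to a mouse.

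The deposited matrices held raw UMI counts per gene and cell barcode, whole numbers with no normalization, which the authors made with CellRanger 4.0.0 per the file headers. The other deposited files, which hold the gene and barcode names and no measurement, named the rows and columns of the matrices. The genome build and gene annotation behind the counts were not stated in the labels, the file headers or the study's methods, and a processing record that the study placed elsewhere was not available. The 2 matrices listed the same 32285 gene IDs, of which 32158 were found in GENCODE M21 (assembly GRCm38). Positions given in the results are lookups in that release and not coordinates used by the authors. Each barcode had at least 500 UMIs, so the files held called cells only, and the RNA of empty droplets could not be measured. No feature of the tables was named for eYFP or Cre, so the reporter itself could not be counted. Xist had 4 UMIs in the LFD library and 9 in the HFD library, against 12550 and 16035 of the Y-linked Ddx3y, both genes looked up to check the sex in the labels.

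Cells were kept with the thresholds of the study's methods, at least 100 genes, under 12.5% mitochondrial UMIs and 500 to 40000 UMIs. Of 11281 LFD barcodes, 1044 exceeded the mitochondrial limit, 19 had more UMIs than the maximum and 7 had too few genes. Of 9631 HFD barcodes, the corresponding numbers were 1004, 82 and 91. Doublets were scored in each library with Scrublet (scanpy 1.11.5), and the cells with the highest scores were removed at a rate of 0.8% per 1000 deposited barcodes. That removed 922 LFD cells (9.02%) and 658 HFD cells (7.70%), whereas Scrublet's automatic threshold marked 3.64% and 3.91%. This left 9294 LFD and 7879 HFD cells.

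The 2 libraries were integrated with anchors in Seurat 5.3.0 (R 4.3.3, Matrix 1.6.5) on 2000 variable genes less 14 genes whose levels were to be reported, so on 1986 genes, and were clustered on 30 principal components at resolution 0.3. Each of the 15 clusters was named from marker lists fixed before the data were examined, as were the listed genes, the rule for naming genes and the alternatives, apart from those said to have been added. A name ending in -like rests on these markers alone. A marker counted for a cluster when at least 10% of its cells had a UMI and its level was above 2 times the median cluster, with at least 3 markers needed and at least 50% of a list. The rule that turns markers into names was settled only after the clusters had been seen, and its earlier versions left the largest cluster outside the adipose stem and progenitor cell (ASPC)-like class. That cluster, called unresolved ASPC-like, had 66.7% of all listed adipose progenitor cell (APC) markers above that level. Its mean score for these markers was only 0.239, near the 0.260 of the mesothelial markers. None of its 10 leading genes was a marker of a class. It took 32.6% of LFD and 16.3% of HFD cells. The ASPC-like class held the unresolved, mesothelial-like, proliferating and APC-like clusters. The proliferating cluster had 85.7% of the mesothelial markers above that level, with a mesothelial score of 0.5715 against 0.161 for the APC markers. A cluster of 82 mural-like cells stood outside the classes. The last cluster, of 58 LFD and 90 HFD cells, stayed unnamed, and both stayed in the denominator.

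With 1 library per diet there was no replicate, so no test between diets was possible, and no p-value, standard error or number of changed genes is given. Shares of cells have an exact (Clopper-Pearson) 95% binomial interval. Counts were summed per library and cell type and expressed as CPM, counts after scaling that sum to 1000000, with an exact 95% Poisson interval. HFD to LFD ratios of CPM have an exact conditional binomial interval for a pair of Poisson counts, and were computed in the 9 types with at least 100 cells in both libraries. All intervals cover counting error only and leave out differences between mice, sorts and libraries. Those of CPM and of CPM ratios also treat UMIs as independent and leave out differences between the cells of a library. They are too narrow where few cells hold most UMIs of a gene. In HFD mesothelial-like cells, for example, 164 of 1587 cells held all 605 Cyp1a1 UMIs. For a count of 0, the upper limit is the level that 3 counts would give. Shares of cells with a UMI of a gene were taken after thinning each cell to 2000 UMIs, with shallower cells left out. The RNA that a cell type could have received from other cells in suspension was estimated per library from genes that the type should lack. The genes and the form of this estimate were revised after its first values had been seen.

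The named genes were 20 listed genes and, in each of the 9 types, the 3 genes with the highest and the 3 with the lowest ratio among genes with at least 200 counts in both libraries together. Left out were mitochondrial, ribosomal protein, immunoglobulin, T cell receptor variable and haemoglobin genes, and genes whose CPM was under 25% of that in another type of the same library. Any other gene named here was chosen after its values had been seen. A cluster's size was not compared between diets where at least 4 of its 10 leading genes differed at least 2-fold in level between the libraries, a limit set after the values had been seen. That was so for the unresolved, mesothelial-like, APC-like and neutrophil-like clusters. Plasma cell-like cells, with 3 of 17 leading genes that differed, were compared. The ratio and its interval were tested on simulated data for B-like cells: with 200 of 4959 genes changed, 200 were among the most changed genes, and the interval held the true ratio for 94.5% of the changed and 95.7% of the unchanged genes.

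The alternatives were no cell filter, a stricter filter (at least 500 genes and 1000 UMIs, under 5% mitochondrial UMIs), no doublet removal, Scrublet's automatic threshold, no integration, resolutions 0.1 and 0.8, and 15 principal components. For classes, cells were also assigned from UMIs of Pdgfra, Ptprc and Pecam1, and mesothelial-like cells were moved outside the ASPC-like class. For gene levels, the alternatives were thinning to 1000 UMIs or none, the mean of per-cell CPM, median-ratio scaling, a minimum of 50 counts and no doublet removal. A naming rule based on the marker score alone, a count of plasma cells from their markers in each cell and a clustering with another kernel of the linear-algebra library were added after the data had been seen. The last was added because the rules settled late had been settled on a clustering with another kernel, in which the mural-like cells lay inside the endothelial-like cluster. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and anndata 0.12.19, and figures were drawn with matplotlib 3.10.9.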

Results

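The data were 2 single-cell RNA-seq libraries of eYFP+ cells from the gWAT stromovascular fraction of Cyp1a1 fate reporter mice, 1 from mice on LFD and 1 from mice on HFD. The LFD library had 11281 barcodes and 114311020 UMIs, and the HFD library 9631 barcodes and 119498750 UMIs. After filtering, the 9294 LFD cells had a median of 10223 UMIs and 2991.5 genes, and the 7879 HFD cells a median of 12721 UMIs and 3190 genes. Each diet had 1 library, so every comparison below is between a pair of libraries and has no replicate check.

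The first comparison asked which cells in gWAT carried the eYFP label of Cyp1a1 activity and how their make-up differed with diet. ASPC-like cells made up 63.7% (95% interval 62.7 to 64.6%) of LFD cells and 50.9% (49.8 to 52.0%) of HFD cells, a ratio of 0.799 (0.768 to 0.832). This order depended on the unresolved ASPC-like cluster. When clusters had to reach a marker score of their own, which left it out, the class took 31.1% of LFD and 34.6% of HFD cells. When no cluster names were used and each cell was assigned from UMIs of Pdgfra, Ptprc or Pecam1, the ASPC-like share of the 7472 LFD and 6130 HFD cells with UMIs of exactly 1 of these genes was 70.9% (69.9 to 72.0%) and 54.0% (52.8 to 55.3%). Immune-like cells made up 28.5% (27.6 to 29.4%) of LFD and 39.4% (38.3 to 40.5%) of HFD cells, a ratio of 1.38 (1.31 to 1.46). Endothelial-like cells made up 7.12% (6.61 to 7.66%) and 7.67% (7.09 to 8.28%), a ratio of 1.08 (0.962 to 1.20) and so within counting error, and under the stricter cell filter their order turned, at 13.1% and 10.7%. Mural-like cells, which stood outside the 3 classes, numbered 11 in LFD (0.118%) and 71 in HFD (0.901%), a ratio of 7.61 (4.01 to 15.9), and with another linear-algebra kernel they fell into the endothelial-like cluster, which then took 7.25% and 8.57%. The unnamed cluster accounted for the remaining 0.624% and 1.14%.

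**Figure D1:**
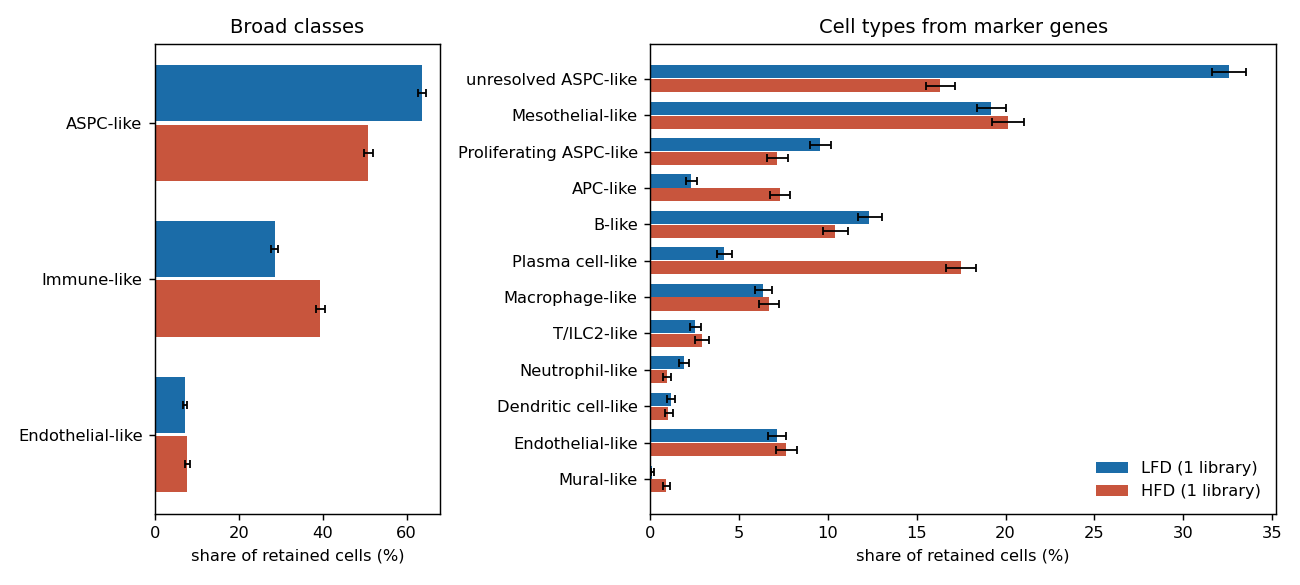
Share of retained cells (%) in each class and cell type for the LFD and HFD libraries, as bars from 0 with exact 95% binomial intervals that cover counting error only. Plasma cell-like cells rose from 4.17% to 17.5%, whereas the clusters whose leading genes differed between the libraries are shown for each library and were not compared.

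Among immune-like types, plasma cell-like cells differed most. They made up 4.17% (3.78 to 4.60%) of LFD cells, 388 cells, and 17.5% (16.7 to 18.3%) of HFD cells, 1378 cells, a ratio of 4.19 (3.74 to 4.70). The alternative that moved these shares most was the stricter filter, with 15.9% and 39.96%. Cells counted one by one, with a UMI of at least 10 of the 14 plasma cell markers, made up 3.82% and 17.2%. That minimum was chosen after counts at lower minimums had been seen; at 7 markers the shares were 8.90% and 29.0%. B-like cells made up 12.3% (11.7 to 13.02%) and 10.4% (9.74 to 11.1%), a ratio of 0.844 (0.771 to 0.924), and 4.49% and 0.994% under the stricter filter. For macrophage-like cells the shares were 6.36% (5.87 to 6.87%) and 6.68% (6.13 to 7.25%), for T/ILC2-like cells 2.54% (2.23 to 2.88%) and 2.89% (2.53 to 3.29%), and for dendritic cell-like cells 1.17% (0.964 to 1.41%) and 1.02% (0.806 to 1.26%). These 3 differences were within counting error. The T/ILC2-like name stands for a cluster with the markers of T cells and of group 2 innate lymphoid cells (ILC2s). Neutrophil-like cells were 1.90% of LFD and 0.939% of HFD cells, with a median of 1264 and 1021.5 UMIs.

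Because shares add up to the same total, the rise of 1 type lowers the others. With plasma cell-like cells left out of all cells, the other immune-like cells made up 25.4% (24.5 to 26.3%) of the remaining LFD cells and 26.6% (25.5 to 27.7%) of the remaining HFD cells. ASPC-like cells then made up 66.4% (65.4 to 67.4%) and 61.7% (60.5 to 62.8%). Endothelial-like cells made up 7.43% (6.90 to 7.998%) and 9.29% (8.60 to 10.02%), a ratio of 1.25 (1.12 to 1.40) and so beyond counting error. On this basis the B-like difference was no longer beyond counting error, at 12.9% and 12.6%, a ratio of 0.980 (0.895 to 1.07). The macrophage-like share rose from 6.64% to 8.09%, a ratio of 1.22 (1.08 to 1.37), and the T/ILC2-like share from 2.65% to 3.51%, a ratio of 1.32 (1.10 to 1.59). The ASPC-like share was still lower in HFD on this basis, a ratio of 0.928 (0.891 to 0.966), which by construction raises the others. The endothelial-like, macrophage-like and T/ILC2-like rises may therefore follow from the choice of denominator, which was not tested. The values with plasma cell-like cells left out are given for the main filter only. Among all cells under the stricter filter, HFD shares were lower for B-like cells (4.49% and 0.994%) and T/ILC2-like cells (1.96% and 1.49%, with overlapping intervals). The study described macrophages and plasma cells as the sources of the immune increase on HFD. Here the plasma cell-like share was higher in HFD under every alternative run for it. The macrophage-like share differed within counting error among all cells, was higher in HFD with plasma cell-like cells left out, and was lower in HFD under the stricter filter, at 6.63% and 5.17%, so no order is read from it.

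Within the ASPC-like class, the unresolved cluster held 51.2% (49.9 to 52.5%) of LFD and 32.1% (30.6 to 33.5%) of HFD cells of the class, the mesothelial-like cluster 30.1% (28.97 to 31.3%) and 39.6% (38.1 to 41.1%), and the APC-like cluster 3.63% (3.17 to 4.14%) and 14.3% (13.3 to 15.4%). For these 3 clusters, 7, 5 and 5 of the 10 leading genes differed at least 2-fold between the libraries, so their sizes were not compared between diets. The proliferating cluster, for which none of the 10 did, held 15.04% (14.1 to 15.98%) of LFD and 14.02% (12.96 to 15.1%) of HFD cells of the class, a difference within counting error, and 9.58% (8.99 to 10.2%) and 7.13% (6.57 to 7.72%) of all cells. No cluster was named for differentiating APCs. In the APC-like cluster the differentiating markers scored 0.673, above the minimum of 0.5, against 0.922 for the APC markers. The differentiating marker Dpep1 was among its 10 leading genes, so this cluster may hold the differentiating cells of the study. It took 2.31% of all LFD and 7.29% of all HFD cells, and 2.25% and 7.39% without integration. By the limit on leading genes, no order is read from these shares. The study described a decrease of the ASPC types other than the differentiating cells. With these names only the proliferating cluster could be compared. It scored 0.5715 for the mesothelial markers and 0.161 for the APC markers. The study described its own proliferating cluster as an APC cluster, so the 2 may hold unlike cells. Here the share of the proliferating cluster among all cells was lower in HFD, a ratio of 0.745 (0.669 to 0.829). That order held under every alternative that named such a cluster. With plasma cell-like cells left out, the ratio was 0.865 (0.777 to 0.963), so part of the difference came with the higher plasma cell-like share.

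The second comparison asked where the receptor and its target genes were transcribed among eYFP+ cells. Ahr itself (ENSMUSG00000019256; chromosome 12, 35497974 to 35535038 in GRCm38, GENCODE M21, protein coding) was at 21.3 CPM (20.3 to 22.4) in LFD and 20.6 CPM (19.5 to 21.7) in HFD ASPC-like cells. It was at 97.5 CPM (76.9 to 122) and 137 CPM (110 to 169) in dendritic cell-like cells, and at 4.71 CPM (3.02 to 7.01) and 6.56 CPM (5.50 to 7.76) in plasma cell-like cells. After thinning to 2000 UMIs, 3.87% of LFD and 4.13% of HFD ASPC-like cells had an Ahr UMI, against 1.04% and 1.17% of plasma cell-like cells. Thinning itself moved these shares most: without it they were 21.9% and 25.4% in ASPC-like cells and 5.41% and 8.35% in plasma cell-like cells. The median depths were 12450.5 and 16541 UMIs in ASPC-like and 12223.5 and 13590 UMIs in plasma cell-like cells, and thinning left out 20 and 39 of the former and 3 and 15 of the latter.

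Cyp1a1 (ENSMUSG00000032315; chromosome 9, 57687928 to 57703824, protein coding) was highest in endothelial-like cells, at 592 CPM (568 to 617) in LFD and 680 CPM (648 to 714) in HFD. The HFD to LFD ratio there was 1.15 (1.08 to 1.22), and it moved to 1.07 under median-ratio scaling and turned to 0.963 for the mean of per-cell CPM, so no order is read from it. In mural-like cells the gene had 36 and 188 counts, 480 and 383 CPM, but the endothelial markers scored 0.741 in that cluster, so RNA of both types in 1 droplet is not set apart there. In ASPC-like cells Cyp1a1 was at 8.72 CPM (8.08 to 9.40) and 16.9 CPM (16.0 to 17.9). Thinned, 53.4% and 52.5% of endothelial-like cells, 1.49% and 2.52% of ASPC-like cells and 0.260% and 0.147% of plasma cell-like cells had a Cyp1a1 UMI. Unthinned, the shares were 72.8% and 63.4%, 5.22% and 8.83%, and 2.32% and 1.23%. Endothelial-like cells had a median of 3961 and 2899 UMIs, and 188 and 170 of them were left out by thinning. In plasma cell-like cells the level was 2.16 CPM (1.08 to 3.86), 11 counts, and 0.826 CPM (0.481 to 1.32), 17 counts, and the free RNA estimate was 0.531 and 0.399 CPM. Most eYFP+ cells outside the endothelial-like and mural-like clusters therefore had no Cyp1a1 UMI 5 days after FICZ.

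**Figure D2:**
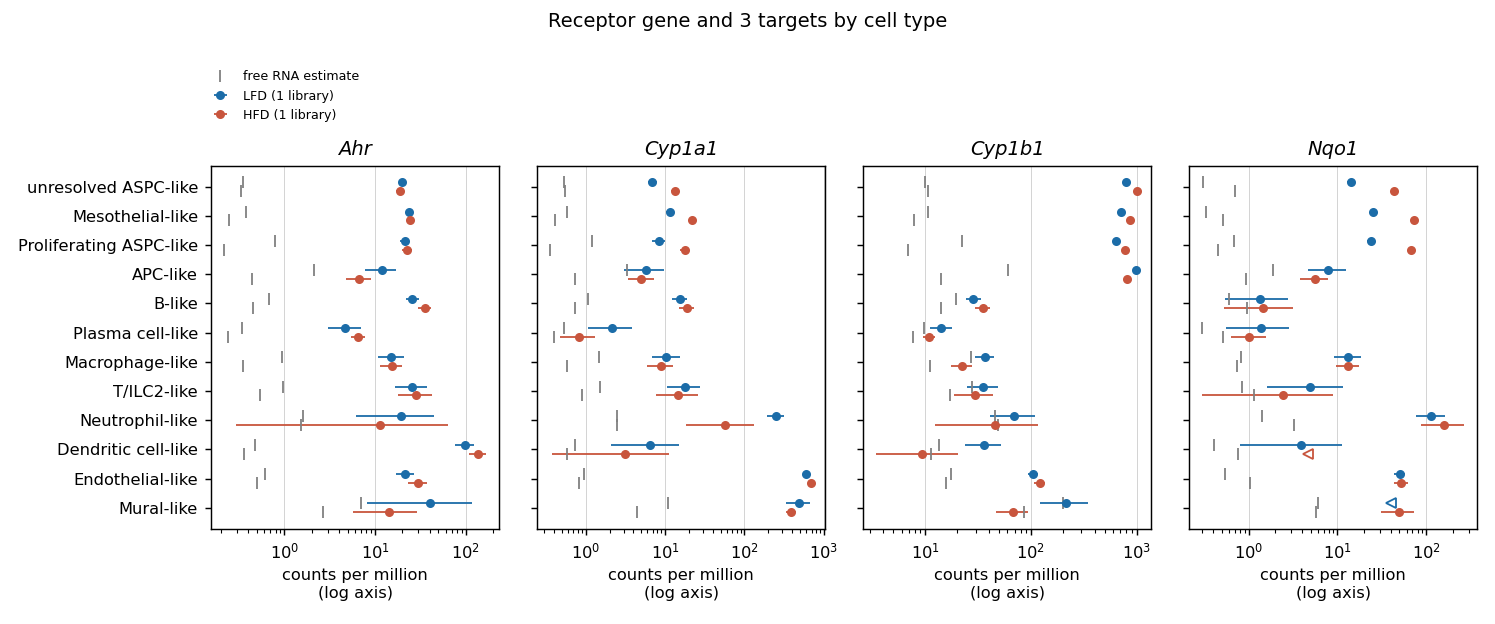
Level (CPM, log axis) of Ahr, Cyp1a1, Cyp1b1 and Nqo1 in each named cell type, with points for the LFD and HFD libraries, exact 95% Poisson intervals that cover counting error only, open triangles for the upper limit of a count of 0 and grey ticks for the free RNA estimate. Cyp1a1 was highest in endothelial-like cells, at 592 and 680 CPM, and Ahr in dendritic cell-like cells, at 97.5 and 137 CPM.

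Of the other pathway genes in ASPC-like cells, Arnt was at 33.2 CPM in LFD and 37.0 CPM in HFD, Ahrr at 14.9 and 19.3 CPM, Cyp1b1 at 743 and 889 CPM, Tiparp at 226 and 317 CPM, and Nqo1 at 19.4 and 56.4 CPM. In endothelial-like cells Cyp1b1 was at 105 and 121 CPM and Nqo1 at 50.04 and 52.003 CPM. Median-ratio scaling moved the median gene by more than 0.1 on the log2 scale in 3 types: it lay 0.13 above 0 in mesothelial-like and in proliferating ASPC-like cells, and it fell by 0.11 in plasma cell-like cells. Within the ASPC-like class, the Cyp1a1 ratio was 1.94 (1.63 to 2.32) in the unresolved, 1.86 (1.62 to 2.15) in the mesothelial-like and 2.14 (1.71 to 2.68) in the proliferating cluster. The Nqo1 ratio was 3.03 (2.71 to 3.39), 2.93 (2.67 to 3.20) and 2.80 (2.47 to 3.17). Tiparp and Cyp1b1 were above 1 in the same 3 clusters, with ratios of 1.42 to 1.61 and of 1.22 to 1.27. All 4 genes stayed above 1 in these clusters under median-ratio scaling, where Cyp1b1 had the lowest value, 1.11. The make-up of the unresolved and mesothelial-like clusters depended on the integration. Without it, the unresolved cluster held 2782 LFD and 116 HFD cells and the mesothelial-like cluster 2037 and 2782. Ratios in these clusters may therefore compare unlike cells, which was not tested. The proliferating cluster changed little, with 889 and 528 cells. In APC-like cells the Cyp1a1 ratio was 0.882 (0.446 to 1.84) and the Nqo1 ratio 0.700 (0.383 to 1.32). Neither was distinguishable from 1 at this depth, and both lay above 1 without doublet removal, at 1.34 and 1.73. The Tiparp ratio in APC-like cells was 1.28 (1.14 to 1.43), above 1 as in the other 3 clusters, whereas the Cyp1b1 ratio was 0.810 (0.771 to 0.852).

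The third comparison asked which ASPC-like cells carried Pdgfrb and adipogenic genes. Among the ASPC-like clusters Pdgfrb (ENSMUSG00000024620; chromosome 18, 61045150 to 61085061, protein coding) was highest in APC-like cells, at 88.5 CPM (76.7 to 102) in LFD and 126 CPM (117 to 135) in HFD. It was at 49.9 and 29.2 CPM in the unresolved cluster. The diet ratio was 1.42 (1.21 to 1.67) in APC-like cells, and 0.586 (0.534 to 0.643), 0.575 (0.494 to 0.667) and 0.461 (0.3785 to 0.560) in the unresolved, mesothelial-like and proliferating clusters. Under median-ratio scaling these directions held. In the unresolved and mesothelial-like clusters, whose make-up depended on the integration, the Pdgfrb ratios may compare unlike cells. Over all types Pdgfrb was highest in mural-like cells, at 693 CPM (518 to 909) and 448 CPM (391 to 512), against 4.48 and 6.85 CPM in endothelial-like cells. Pparg had 14 and 26 counts in APC-like cells, 6.13 and 4.35 CPM, and 4 and 1 counts in the unresolved cluster, 0.116 and 0.0469 CPM. The tables do not separate the transcripts of Pparg. In endothelial-like cells Pparg was at 56.4 and 101 CPM. Cebpa was at 14.5 CPM (9.95 to 20.3) and 14.7 CPM (11.8 to 18.1) in APC-like cells and at 1.96 and 2.02 CPM in the unresolved cluster. The Il6 ratio was 1.36 (1.32 to 1.41) in the unresolved, 1.42 (1.36 to 1.49) in the mesothelial-like, 1.11 (1.03 to 1.20) in the proliferating and 1.39 (1.26 to 1.54) in the APC-like cluster. Under median-ratio scaling it was 1.01 in the proliferating cluster and 1.28 to 1.30 in the other 3.

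The fourth comparison asked which phenotypes the immune-like cells carried. Ighm, the constant region of the IgM heavy chain, was at 68577 CPM in LFD and 85523 CPM in HFD plasma cell-like cells, against 4675 and 5588 CPM in B-like cells and 114 and 333 CPM in ASPC-like cells. For ASPC-like cells the free RNA estimate was 86.8 and 291 CPM. Il10 was at 55.7 CPM (49.4 to 62.6) and 64.8 CPM (61.4 to 68.4) in plasma cell-like cells and at 0.566 and 1.53 CPM in ASPC-like cells. In T/ILC2-like cells, Il13 was at 416 CPM (378 to 458) in LFD and 203 CPM (173 to 236) in HFD, a ratio of 0.487 (0.404 to 0.584), and Gata3 at 511 CPM (468 to 556) and 712 CPM (655 to 773), a ratio of 1.39 (1.24 to 1.57). Cd4 (36.3 and 46.7 CPM), Il2ra (301 CPM in both) and Foxp3 (52.0 and 41.8 CPM) had ratios within counting error of 1. All 5 genes were lower in B-like cells, where Il2ra had the highest level, 34.5 and 40.1 CPM. In macrophage-like cells Arg1 was at 1778 CPM (1726 to 1831) and 2692 CPM (2637 to 2747), and Mrc1 at 339 CPM (316 to 362) and 452 CPM (430 to 476), with ratios of 1.51 (1.46 to 1.57) and 1.34 (1.23 to 1.45). In ASPC-like cells Arg1 was at 2.38 and 1.22 CPM and Mrc1 at 0.9005 and 1.71 CPM.

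The fifth comparison took all genes within a cell type. By the fixed rule, the highest ratios in macrophage-like cells were those of Lyve1 (12.4, 8.53 to 18.7), Retnla (11.1, 8.32 to 15.1) and Fcna (8.46, 6.23 to 11.7), and the lowest those of Ccl24 (0.167, 0.130 to 0.211), Lst1 (0.326) and Cxcl3 (0.334). Aqp5 (14.04, 11.8 to 16.85), Pnoc (9.01, 8.46 to 9.61) and Vat1l (7.49) led the unresolved cluster and Pnoc (21.7, 18.9 to 24.97), Aqp5 (12.8) and Samd5 (4.30) the proliferating cluster, and C1qtnf7 was among the lowest in both, with 0.145 and 0.146. In mesothelial-like cells Aqp5 (4.82) was among the highest and Sprr2e (0.0945) and H2-Q7 (0.278) among the lowest. Pnoc and Igfbp5 there, and Ptn in the unresolved cluster, are left out because they were among the leading genes that define the cluster. Ratios in the unresolved and mesothelial-like clusters may also compare unlike cells, as their make-up depended on the integration. In APC-like cells Saa3 had the lowest ratio, 0.0478 (0.0460 to 0.0497), followed by Cxcl5 (0.1197), and Pamr1 (15.7, 9.08 to 29.6) the highest. Csf2 (10.1, 6.54 to 16.35) was highest and Gzma (0.223, 0.181 to 0.272) lowest in T/ILC2-like cells. Ccl22 (4.996, 3.99 to 6.31) and Irf2bp2 (3.53) were highest in B-like cells, where Prm1 and Prm2 had 235 and 790 counts in LFD and 0 in HFD, 97.4% of them from 1 barcode. In endothelial-like cells Pgf (3.89, 3.11 to 4.89), Glcci1 (3.85) and Egr3 (3.61) were highest and Hist1h2ap (0.116) and Cfd (0.1198) lowest. Plasma cell-like cells had the smallest highest ratio of the 9 types, 3.84 (2.49 to 6.20) for Klhl41, and their lowest were Ddt (0.286, 0.268 to 0.304), Gm49980 (0.341) and Gstt2 (0.431). Of the 6 genes named in each type, a minimum of 50 counts, the alternative that moved them most, kept 1 to 4.

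**Figure D3:**
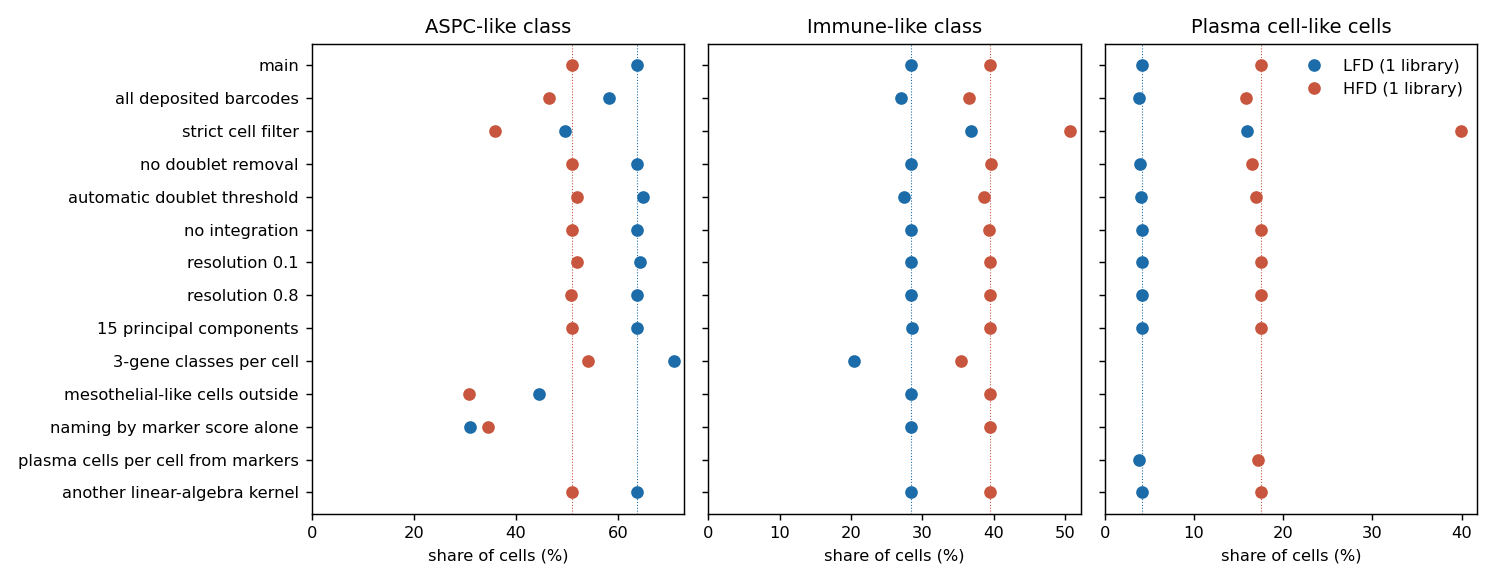
Share of cells (%) that were ASPC-like, immune-like and plasma cell-like under each setting of the cell filter, doublet removal, clustering and naming, with points for the LFD and HFD libraries and dotted lines at the main values. Immune-like and plasma cell-like shares were higher in HFD under all settings drawn, and the ASPC-like share was higher in LFD except under naming by marker score alone, with 31.1% and 34.6%.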

Values the study reported

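The study reported that adipose stem and precursor cells accounted for more than 50% of the cells in the gWAT stromovascular fraction that had responded to the AHR ligand.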

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

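The tests of the scaling, and those of free RNA behind Cyp1a1 in plasma cell-like cells and Cyp1b1 in macrophage-like cells, were chosen only after the results had been seen.

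For 6 listed genes the HFD to LFD ratio lay above 1 in one cell type and below 1 in another, with counting intervals on opposite sides of 1. The ratio of Cyp1a1 in proliferating ASPC-like cells was 5.60 times that in plasma cell-like cells. For Pdgfrb the ratio in APC-like cells was 3.07 times that in proliferating ASPC-like cells, for Ahrr the ratio in proliferating ASPC-like cells was 3.11 times that in APC-like cells, and for Tiparp the ratio in T/ILC2-like cells was 2.78 times that in plasma cell-like cells. For Ahr the ratio in B-like cells was 2.40 times that in APC-like cells, and for Cyp1b1 the ratio in the unresolved ASPC-like cluster was 2.09 times that in macrophage-like cells. With 1 library per diet the difference between cell types was not tested for any of these genes, and the pairs were the most distant among types whose interval left out 1, so their size is larger than that of a pair chosen in advance. The APC-like counts were low for Ahr (27 in LFD and 40 in HFD) and for Ahrr (25 and 34). The Cyp1b1 ratio in the unresolved cluster may compare unlike cells, as the make-up of that cluster depended on the integration.

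A few abundant genes can shift all ratios of a type, so the ratios were computed again with median-ratio scaling. The intervals of 5 genes (Ahr, Ahrr, Cyp1a1, Cyp1b1 and Pdgfrb) stayed on opposite sides of 1, which argues against the scaling to total counts as the whole cause there. For Tiparp the ratio in plasma cell-like cells moved from 0.838 to 0.902 and its upper bound to 1.02. The ratio stayed below 1 but was no longer beyond counting error. Whether the scaling accounts for its opposite direction can therefore not be decided. The scaling does not account for the T/ILC2-like ratio of 2.33, which was 2.37 after it.

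Free RNA could lie behind the low end of a pair. Cyp1a1 in plasma cell-like cells was 2.73 times (1.36 to 4.89) in LFD and 1.77 times (1.03 to 2.84) in HFD the level that 14 endothelial marker genes reached there, which goes against free RNA. It rested on 11 and 17 counts, though, and 1 of those markers in LFD and 3 in HFD lay above it, Pecam1 the furthest. Free RNA was estimated at 27.2 of the 36.8 CPM of Cyp1b1 in LFD macrophage-like cells (73.9%) and at 11.2 of the 22.3 CPM in HFD (49.96%). With the estimate taken away, the level left was not lower in HFD. For both genes, free RNA and a lower level in the cells themselves cannot be told apart. For Cyp1a1 the counts are too few. For Cyp1b1 the estimate goes with free RNA but does not decide, as its form was revised after its first values had been seen. Cyp1b1 also lay below 1 in APC-like cells, at 0.810 (0.771 to 0.852) from 4808 HFD and 2267 LFD counts. Its opposite direction thus does not rest on macrophage-like cells alone. For Ahr and Ahrr the low end was in APC-like cells, where free RNA was estimated at 10.1% in LFD and 2.30% in HFD. This imbalance could lower their ratios and was not tested. An effect of diet, which the design names, stays open for all 6 genes and was not tested.

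The barcodes left out by the cell filter and doublet removal, 1987 in LFD and 1752 in HFD, also carried signal. Cyp1a1 was at 33.1 CPM in the LFD and 25.3 CPM in the HFD barcodes left out, against 32.8 and 31.6 CPM in retained cells, so the HFD value, with an interval of 23.1 to 27.6, was lower than in retained cells. Haemoglobin Hbb-bs, which was chosen after its values had been seen, was at 140 CPM in the LFD and 487 CPM in the HFD barcodes left out, against 58.5 and 19.3 CPM in retained cells. If red blood cells in a few droplets were the source, at least 90% of the HFD UMIs should have come from 10 barcodes. These held 77.8%, and 13 of 30 barcodes with a UMI held 90%, whereas in LFD 10 barcodes held 99.8%. Red blood cells in a few droplets thus stay a possible explanation, as the share lay under the limit set in advance but far above an even spread. No biological explanation was tested.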

How the results depend on the processing

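The naming by marker score alone, the count of plasma cells from markers in each cell and the other linear-algebra kernel were chosen only after the results had been seen. The immune-like and plasma cell-like shares were higher in HFD under every alternative run for them. The ASPC-like share was higher in LFD under all alternatives but naming by marker score alone. The endothelial-like share, whose difference was within counting error, was higher in HFD under all alternatives but the stricter cell filter. The values below lay outside the main interval, and the cause was not tested unless one is given.

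Without any cell filter, the ASPC-like share was 58.1% in LFD and 46.4% in HFD, the immune-like share 26.95% and 36.5%, the HFD endothelial-like share 8.41% and the HFD plasma cell-like share 15.9%. The stricter cell filter kept 2293 LFD and 3018 HFD cells. It gave ASPC-like shares of 49.6% and 35.95%, immune-like shares of 36.8% and 50.7%, plasma cell-like shares of 15.9% and 39.96%, and endothelial-like shares of 13.1% and 10.7%, the reverse order. Cyp1a1 in ASPC-like cells was then at 7.56 and 13.996 CPM. The mitochondrial limit of that filter lies below the median share of mitochondrial UMIs in the ASPC-like clusters and above that in plasma cell-like cells, so it removes more of the former. The causes of the endothelial-like order and of the Cyp1a1 levels under this filter were not tested. Without doublet removal, the HFD plasma cell-like share was 16.5%. With the automatic doublet threshold, the LFD ASPC-like share was 64.9% and the LFD immune-like share 27.5%.

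At resolution 0.1 the HFD ASPC-like share was 52.01%. Without integration the HFD endothelial-like share was 8.58%, and with another linear-algebra kernel it was 8.57%, because the mural-like cells lay inside the endothelial-like cluster there. Classes from 3 genes per cell gave ASPC-like shares of 70.9% and 54.0%, immune-like shares of 20.4% and 35.4% and endothelial-like shares of 8.70% and 10.6%, over cells with UMIs of exactly 1 of the genes. With mesothelial-like cells outside, the ASPC-like share was 44.5% and 30.7% by construction, while the proliferating cluster, which also carried mesothelial markers, stayed inside. Naming by marker score alone left the unresolved cluster out and gave 31.1% and 34.6%, so the diet difference in the ASPC-like share changed direction. Resolution 0.8 and 15 principal components left the 3 class shares and the plasma cell-like share inside the main intervals, as did counting plasma cells from markers for the latter.

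Thinning sets the share of cells with a UMI. Without it the Ahr share in ASPC-like cells was 21.9% and 25.4% and the Cyp1a1 share 5.22% and 8.83%. With thinning to 1000 UMIs, they were 2.15% and 1.95%, and 0.778% and 1.35%. Fewer UMIs per cell give fewer cells with one by construction. The mean of per-cell CPM put Cyp1a1 in HFD ASPC-like cells at 15.8 CPM. The HFD to LFD ratio of Cyp1a1 in endothelial-like cells, 1.15, reversed to 0.963 for the mean of per-cell CPM and moved to 1.07 under median-ratio scaling. No other HFD to LFD ratio of a listed gene called above or below 1 reversed.

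Other results were the levels, shares and ratios of single genes and the smaller types. The stricter filter moved 105 of them and left 107, no thinning moved 162 and left 44, thinning to 1000 UMIs moved 148 and left 58, the mean of per-cell CPM moved 80 and left 326, median-ratio scaling moved 18 and left 128, and no doublet removal moved 30 and left 138. Median-ratio scaling divides all ratios of a type by the same factor and so keeps the named genes of the 9 types by construction, and these are among the values it left. Among the 6 named genes per type, the mean of per-cell CPM and no doublet removal 3 to 6 and a minimum of 50 counts 1 to 4. The number of cells limits the mural-like, neutrophil-like and dendritic cell-like types. With under 100 HFD cells, none of them was given an HFD to LFD ratio of gene levels. No paired analysis was possible because each diet had 1 library and no replicate number pairs them.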

Other observations

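The tests of a single clone, of an origin from B-1 cells, of fewer ASPC-like cells, of endothelial RNA behind Cyp1a1, of mesothelial free RNA and of the mix of T cells and ILC2s were chosen only after the results had been seen, as were the immunoglobulin and Cd3 genes named here.

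The higher plasma cell-like share in HFD was weighed against several explanations. If fewer ASPC-like cells had entered the sorted HFD sample, the other types would have gained alike. The highest ratio of shares among the 6 other immune and endothelial types was 1.14, against 4.19 for plasma cell-like cells, and among named types outside the ASPC-like class only the 82 mural-like cells, with 7.61, rose by more, which argues against that as the cause. Antibody genes were then examined. Ighv11-2 took 67.0% (62.6 to 71.2%) of the heavy chain variable gene UMIs in LFD and 86.3% (84.9 to 87.5%) in HFD plasma cell-like cells. Cells led by Ighv11-2 rose from 118 to 743, a ratio of shares of 7.43 (6.11 to 9.10), or 5.91 once scaled for cells without a heavy chain variable gene UMI. Cells led by another heavy chain gene also rose, from 95 to 207, a ratio of 2.57 (2.01 to 3.31), or 2.05 once scaled for cells without such a UMI. A single expanded clone that uses Ighv11-2 is therefore unlikely to be the whole cause. Diet stays open: there was 1 library per diet, so diet, the mice of a pool and the sort cannot be told apart.

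Whether the Ighv11-2 cells themselves come from 1 expanded B cell clone stays open as well. Of the HFD cells led by Ighv11-2 with enough kappa UMIs, 97.7% (597 of 611) had Igkv14-126 as leading kappa gene. The same pair led in 95.8% (91 of 95) of the LFD cells, which came from other mice. One clone and many clones that use the same pair of genes cannot be told apart, because the tables hold no junction sequences.

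The pair of Ighv11-2 and Igkv14-126 is a candidate sign that the plasma cell-like cells are related to B-1 cells, a B cell lineage of body cavities. The share of 67.0% in LFD was far above the 5% set as the lower limit for that origin. B-like cells carried the B-1 genes Zbtb32 (186 and 200 CPM) and Bhlhe41 (84.0 and 101 CPM). Cd5 was at only 4.001 and 6.24 CPM there, though, and Ighd, a gene of other B cells, at 108 and 106 CPM. In plasma cell-like cells themselves Zbtb32 was at 0.981 and 0.777 CPM and Bhlhe41 at 23.2 and 30.7 CPM. Ighv11-2 had 2 of 34 heavy chain variable gene UMIs in LFD and 11 of 31 in HFD B-like cells. Ighm was at 68577 and 85523 CPM in plasma cell-like cells, whereas Igha was at 680 and 112 CPM and Ighg1 had no count. An origin from B-1 cells is thus consistent with the variable gene usage, as a hypothesis found and tested on the same data, and whether the cells came from the fat tissue or from peritoneal fluid on its surface was not tested.

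Cyp1a1 UMIs in ASPC-like cells may in principle be RNA set free by endothelial-like cells, where the gene was at 592 and 680 CPM. In LFD ASPC-like cells Cyp1a1 was 4.71 times (4.36 to 5.08) the level that the endothelial markers reached there, and 10.98 times (10.4 to 11.6) in HFD. Of the 14 markers, 13 lay below Cyp1a1 in both libraries, and Esam was the exception. This argues against endothelial RNA as the source of most Cyp1a1 UMIs in ASPC-like cells. In neutrophil-like cells Cyp1a1 was at 248 CPM in LFD, 65 counts, and 57.3 CPM in HFD, 5 counts. The LFD value was 2.68 times (2.07 to 3.41) the level of the endothelial markers, but these reached 15.7% of their endothelial-like level there, so endothelial RNA in the same droplets and transcription in neutrophil-like cells cannot be told apart at a median of 1264 UMIs.

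The largest ASPC-like cluster remained unresolved. It carried mesothelial genes, which could be free RNA from mesothelial-like cells, yet that would bring all of them at a like share. In LFD the share of the mesothelial-like level ran from 4.31% for Krt7 to 96.3% for Wt1, a 22.3-fold range over 10 markers, and in HFD over a 10.8-fold range. Free RNA as the whole source is unlikely. Without integration, a cluster with the same name held 2782 LFD and 116 HFD cells, and the mesothelial-like cluster 2037 and 2782. The cells of the 2 libraries thus differ in the unresolved cluster. If a difference between the libraries that affects every cell type were the cause, the gene ratios would be shared. Across genes, which are not independent replicates, the Spearman correlation of log2 ratios with B-like cells was 0.141, under the limit of 0.2 set in advance. It was 0.293 with macrophage-like cells, between the limits of 0.2 and 0.5, 0.152 with plasma cell-like and 0.127 with endothelial-like cells. With mesothelial-like and proliferating ASPC-like cells it was 0.503 and 0.636. Pearson correlations corrected for noise in the ratios were higher. They were 0.206 with B-like, 0.367 with macrophage-like, 0.253 with plasma cell-like and 0.140 with endothelial-like cells, against 0.712 with mesothelial-like and 0.835 with proliferating ASPC-like cells. By that measure the B-like value was not under 0.2. A shift common to all types is thus unlikely to be the whole cause. One that is specific to ASPC-like cells, from diet or from the handling of 1 sample, stays open.

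Il13 in T/ILC2-like cells was tested for its source. Of 77 cells with an Il13 UMI, 14 (18.2%, 10.3 to 28.6%) also had a Cd3d, Cd3e or Cd3g UMI, against 46 of 53 cells (86.8%, 74.7 to 94.5%) with a Cd4 UMI. The former were the deeper cells, with a median of 4568 against 2055 UMIs, so depth does not explain the low share. T helper cells are therefore unlikely to be the main source of Il13, and ILC2s are a candidate source. The study listed Cd4, Il13, Gata3 and Il2ra among the genes of T cells. Here the T cell and ILC2 markers fell in 1 cluster. Resolution 0.8 split it, and ILC2-like cells were 111 of 236 LFD and 101 of 228 HFD cells, a ratio of shares of 0.942 (0.712 to 1.24), against 0.487 (0.404 to 0.584) for Il13. That argues against another mix of T cells and ILC2s as the cause of the lower Il13 level in HFD. Within the ILC2-like cells, which held all 424 and 165 Il13 counts, the ratio was 0.568 (0.472 to 0.682), and its cause was not tested.

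A pair of genes named by rule traced to a single event: 97.4% of the 1025 Prm1 and Prm2 UMIs of LFD B-like cells came from 1 barcode, in line with sperm RNA in 1 droplet. The lower Ddt, Gstt2 and Gm49980 in HFD plasma cell-like cells could come from a genetic difference between the mice of the 2 libraries at 1 locus. In GENCODE M21 (GRCm38), Ddt (75771230 to 75773414) and Gstt2 (75831114 to 75837424) lie near each other on chromosome 10, and Gm49980 lies on chromosome 18. Gstt2 was 2.24 times (1.84 to 2.73) higher in HFD endothelial-like cells, against a ratio of 0.431 in plasma cell-like cells. That argues against 1 locus that lowers the genes in all types. Gstt2 also lay below 1 in unresolved ASPC-like (0.512), mesothelial-like (0.734) and B-like cells (0.594), with intervals that left out 1. In the remaining types its interval included 1. Whether Ddt and Gstt2 share a locus that acts in some types only was not tested. Ddt lay below 1 in all 9 types, from 0.286 to 0.838, with intervals that included 1 in macrophage-like and T/ILC2-like cells.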
